A study of Rattus norvegicus with 21 samples. Its data were reported in "Multiomics analysis unveils an inosine-sensitive DNA damage response in neurogenic bladder after spinal cord injury" (2025).

How the data were processed

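Bladder RNA was measured in 21 rats. The authors prepared stranded libraries after removal of ribosomal RNA, sequenced them as short paired-end reads on an Illumina HiSeq instrument, and summed the read counts of both flow cells for each library. The deposited values are raw counts per Ensembl rat gene, whole numbers that have not been normalized. The aligner, the counting program, the genome build, the annotation release and the use of strand in counting were not stated by the authors. Because the use of strand in counting is unknown, overlapping and antisense genes, and genes with near-identical copies, may share reads. The labels place every library in a single batch, so no batch could be compared with another. Groups were taken from the titles of the samples, and each of the 21 count columns was matched to 1 sample by name.

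Genes with too few counts were removed with filterByExpr of edgeR (version 4.0.16, R version 4.3.3), which kept 15225 of 32754 genes. Scaling factors were computed by the trimmed mean of M values (TMM) and ranged from 0.903 to 1.09. All 21 libraries were fitted in one quasi-likelihood model with a mean for each of the 7 groups and no covariate, which left 14 residual degrees of freedom. Dispersions were estimated with the package defaults. The quasi-likelihood F test was applied to 3 comparisons of SCI with control, 3 interactions between weeks and 5 comparisons over time within an arm. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The common biological coefficient of variation was 0.160. Standard errors of log2 fold changes were obtained from the unshrunken coefficient and the F statistic. Log2 CPM was computed with a prior count of 2 for principal components, clustering and sums of squares. Sums of squares were tested by exact permutation of labels, one-sided, with SCI and control exchanged within weeks or weeks exchanged within an arm. Because totals lay between 8087726 and 15472537 counts, a gene at 1 CPM rested on about 8.09 to 15.5 counts before scaling, and values near that level carry large counting error.

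Replicates were checked before they were averaged. In a chi-square comparison of counts over genes with at least 10 counts in the pair, every pair within a group differed by more than sampling noise, with chi-square per degree of freedom from 7.22 to 59.9, which excludes only repeat sequencing of 1 library. Each library was counted as 1 replicate because the labels list it as a separate sample. The tests were tested on simulated data drawn from the means, dispersions and library sizes of the real genes, with 200 genes changed 4-fold in 1 group. The quasi-likelihood test was run on 15088 simulated genes and recovered 186 of the changed genes (93.0%), all in the right direction, together with 6 unchanged genes. DESeq2 (version 1.42.0) on 15225 simulated genes recovered 186 changed and 21 unchanged genes. A comparison of 2 unchanged groups gave 0 calls, and the interaction test recovered 169 changed genes together with 10 unchanged genes. Simulated genes were drawn independently of each other, and every change was 4-fold. The simulation therefore does not show how well smaller changes are recovered, or how many false calls arise when genes vary together.

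Before the data were examined, alternatives were listed for each result: DESeq2's Wald test, RLE factors, library size alone, no count filter, a filter of CPM above 1 in at least 3 libraries, a fit of only the groups compared, a minimum absolute log2 fold change of 0.5 with adjusted or unadjusted p, the replicate number as a block, and each replicate left out in turn. The cut-offs that decided how each technical explanation was judged were set after the values had been seen. A fit without the 0-week controls, edgeR's likelihood ratio test, and leaving out each library of the groups not compared were added after seeing the data. The rule for named genes, also set beforehand, took at each week the 3 genes with the largest change in each direction among called genes with average log2 CPM of at least 1, a symbol and no overlap between groups, and the 2 with the largest absolute change in each interaction and each comparison over time. The RefSeq gene table used for names matched 0 of the Ensembl identifiers, so the condition on symbols could not be applied. Only 4 identifiers are therefore printed, chosen from the genes that met the rest of the rule after their values were seen. They are the first 2 that rose at 8 weeks, the gene that fell at 8 weeks and also headed the comparison of SCI libraries over time, and the gene with the largest change in the interaction between 8 and 2 weeks among those that met the rest of the rule. Tests of gene sets and of the genes named by the study need symbols and were not run.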

Results

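RNA sequencing counts were obtained from full-thickness urinary bladders of male Sprague Dawley rats, an outbred laboratory strain. Spinal cord injury (SCI) was a complete transection of the thoracic cord. Bladders were collected 2, 8 and 16 weeks after SCI and from uninjured controls at 0, 2, 8 and 16 weeks, which gave 7 groups of 3 libraries each and 21 libraries in all. Total counts per library ranged from 8087726 to 15472537, with a median of 9584812. Of the 32754 genes in the table, 24319 had at least 1 count and 15225 passed the filter on low counts and were tested. The share of counts taken by the 10 most abundant genes ranged from 6.31% to 14.3%. With 3 animals per group, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so the calls below rest on a model fitted across all genes. A gene was called when the Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test was under 0.05.

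The first question was how the libraries were arranged by injury and time. The first principal component of log2 CPM (counts scaled to the size of each library) held 26.6% of the variance and the second 13.7%. On the first component, the 8-week controls scored from 19.8 to 31.9 and the 16-week controls from 22.9 to 35.5. SCI libraries scored from -39.9 to -10.2 at 2 weeks, from -40.6 to 1.42 at 8 weeks and from -24.8 to -8.74 at 16 weeks. The 2-week controls, from -12.4 to 4.25, overlapped the SCI libraries on this component. They did not overlap on the second component, where 2-week controls scored from -12.8 to -8.51 and SCI libraries of that week from -0.666 to 6.98. The 0-week controls were the most dispersed group on the first component, with scores from -5.21 to 39.99. Average-linkage clustering of the 18 libraries from 2, 8 and 16 weeks on all tested genes gave 2 clusters, one with the 8- and 16-week controls and the other with the 2-week controls and every SCI library. On the 500 most variable genes, each centred on its mean, the 2 clusters were the controls and the SCI libraries, except that SCI 8 weeks replicate 2 fell among the controls. Both clusterings used Pearson correlation between libraries. The clustering on all genes was not centred, so the results differ in centring as well as in genes.

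**Figure D1:**
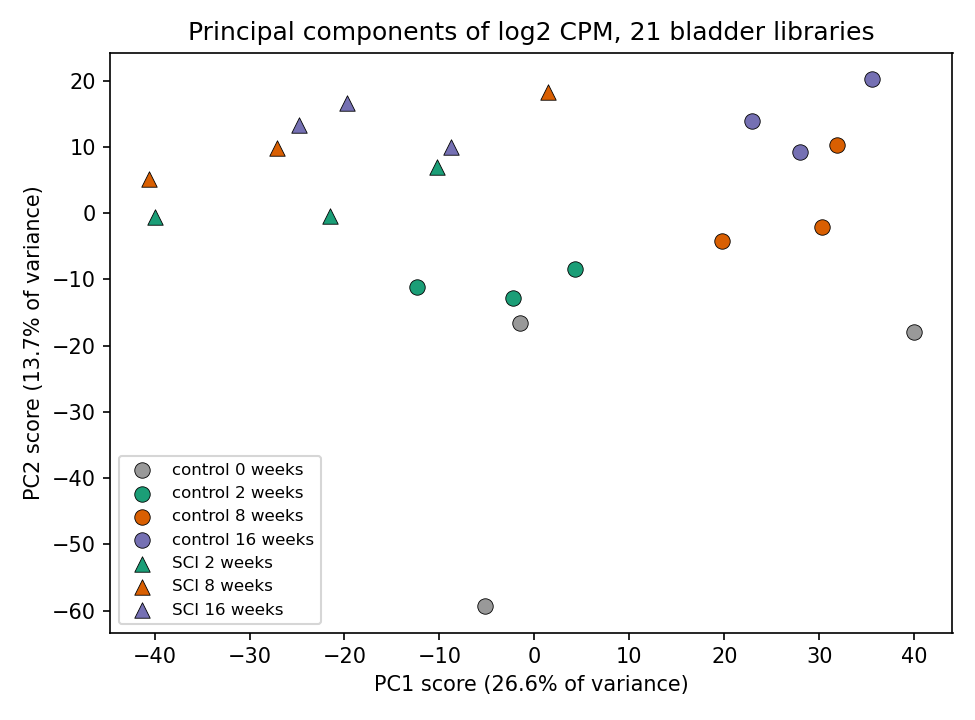
Scores of the 21 libraries on the first component (horizontal, 26.6% of variance) and the second (vertical, 13.7%) of log2 CPM; circles are controls, triangles are SCI libraries, and color gives the week. The 8- and 16-week controls lie to the right at 19.8 or above, and horizontally the 2-week controls lie between them and most SCI libraries. Vertically the 2-week controls, at -8.51 or below, lie under every SCI library (-0.666 or above).

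Injury accounted for 33.9% of the total sum of squares of the 18 libraries once weeks were compared separately (one-sided exact permutation p = 0.001 over 8000 within-week arrangements, the smallest p that these can give). Week accounted for 41.04% of the sum of squares among the 9 controls of these weeks (one-sided exact permutation p = 0.00357 over every arrangement of the weeks, again the smallest possible). Among the 9 SCI libraries, week accounted for 29.05% (one-sided exact permutation p = 0.104), which was not beyond the spread between animals. Groups of so few libraries take up a share even with labels placed at random, and a larger one when a library is left out. The shares alone therefore do not measure an effect, and the p-values carry the comparison with random labels. Benjamini-Hochberg adjusted values for this family of 3 tests were 0.003, 0.00536 and 0.104. The week share in SCI libraries was the value most affected by the gene set, and on the 500 most variable genes it was 35.5% (exact permutation p = 0.00714). Without SCI 8 weeks replicate 2 the share was 36.6% (exact permutation p = 0.00714), and over all fits that left out 1 SCI library p ranged from 0.00714 to 0.279. It was under the threshold without SCI 8 weeks replicate 1 as well.

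The main comparison asked which genes differed between SCI bladders and controls of the same week. At 2 weeks, 0 genes were called, and 1016 genes had an unadjusted p under 0.05, where evenly spread p-values would give about 761. Leaving out control 0 weeks replicate 1 raised the 2-week count to 9. At 8 weeks, 1281 genes were called, of which 499 were higher and 782 lower after SCI. At 16 weeks, 855 genes were called, 362 higher and 493 lower. The balance of directions was not stable, and with library size only 2435 genes were higher and 653 lower at 8 weeks and 478 higher and 292 lower at 16 weeks. At 16 weeks 1046 genes were higher and 1059 lower when only these 2 groups were fitted. The 3 SCI libraries lay entirely above or below the 3 controls for 15.6% of tested genes at 2 weeks, 28.6% at 8 weeks and 35.9% at 16 weeks, where chance gives 10%. The 8-week count depended on single animals, and it fell to 32 without SCI 8 weeks replicate 1 and to 61 without SCI 8 weeks replicate 3, and rose to 2585 without SCI 8 weeks replicate 2 and to 2175 without control 0 weeks replicate 2. It was 541, 433 and 676 without control 8 weeks replicates 1, 2 and 3. The 16-week count fell to 16 without SCI 16 weeks replicate 1, to 17 without SCI 16 weeks replicate 3 and to 19 without control 16 weeks replicate 1, and rose to 1729 without control 0 weeks replicate 2 and to 1547 without control 0 weeks replicate 1. It was 104 without SCI 16 weeks replicate 2, 513 without control 16 weeks replicate 2 and 214 without control 16 weeks replicate 3. Among libraries of other weeks, it was 516 without control 2 weeks replicate 1, 481 without SCI 2 weeks replicate 1, 519 without SCI 8 weeks replicate 3 and 1291 without SCI 8 weeks replicate 2. Fitting the 18 libraries without the 0-week controls, an alternative chosen after seeing the data, gave 9, 2466 and 2086 genes at 2, 8 and 16 weeks, with 1072 higher and 1014 lower at 16 weeks.

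**Figure D2:**
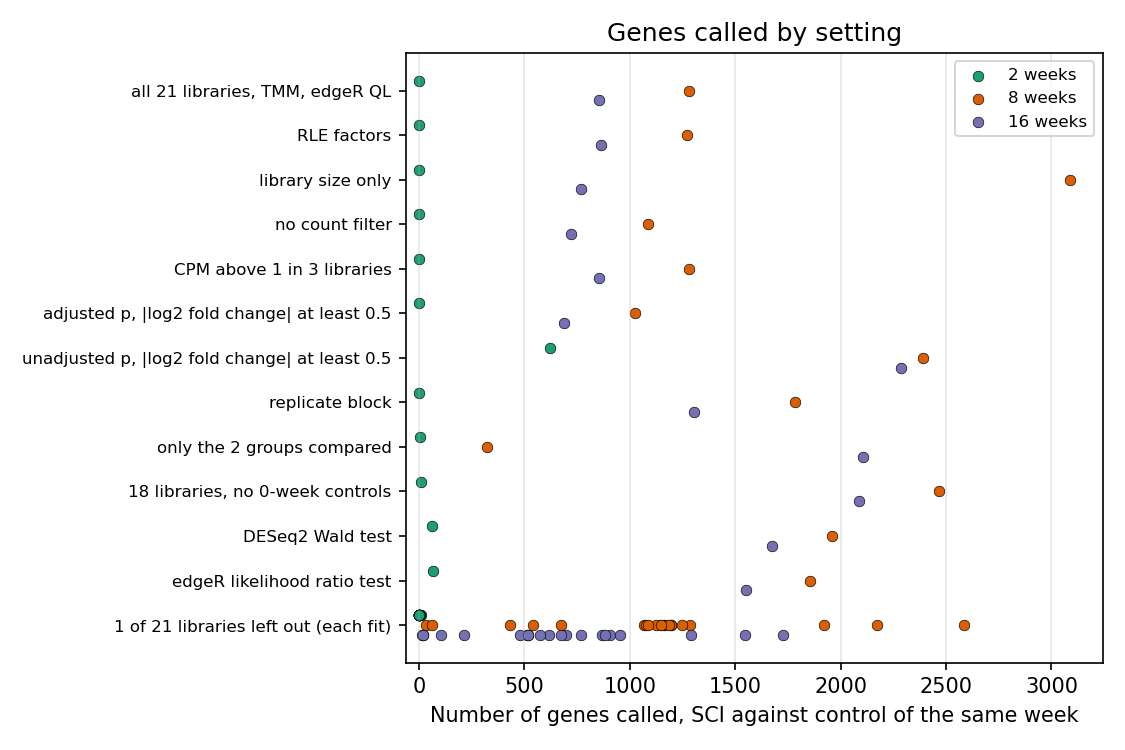
Number of genes called between SCI and control libraries (horizontal) at 2, 8 and 16 weeks under each processing setting (vertical); the lowest line has 1 point for each of the 21 fits that left out a single library. The 8-week count runs from 32 to 3088, and the 2-week count stays at or below 69 except with unadjusted p-values, where it is 620.

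Genes shared across the time course were counted next. With adjusted p-values, 0 genes were higher and 0 were lower after SCI at all 3 weeks, and with an unadjusted p under 0.05 these counts were 71 and 226. Without control 0 weeks replicate 1, 3 genes were lower at all 3 weeks, and without any other single library at most 2 were. The 8- and 16-week comparisons had 323 called genes in common, all 323 in the same direction. Across tested genes, log2 fold changes at 2 and 8 weeks had Pearson r = 0.37 and Spearman rho = 0.38, those at 2 and 16 weeks r = 0.32 and rho = 0.39, and those at 8 and 16 weeks r = 0.51 and rho = 0.58. These comparisons used separate libraries, and genes are not independent replicates, so no p-value was attached. Leaving the count filter out lowered the 3 Pearson values most, to 0.08, 0.06 and 0.15. Of the genes called at 8 weeks, 87.2% had the same sign at 2 weeks, against 65.6% of all tested genes, and 95.3% had the same sign at 16 weeks.

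Whether the SCI effect itself changed between weeks was tested as an interaction. The effect at 8 weeks differed from that at 2 weeks for 3 genes, all with a lower value at 8 weeks, and 1308 genes had an unadjusted p under 0.05. The count was 0 without control 2 weeks replicate 1, control 8 weeks replicate 2, SCI 8 weeks replicate 1 or SCI 8 weeks replicate 3, and from 1 to 4 without any other single library. The 16-week effect differed from the 2-week effect for 0 genes (1180 at unadjusted p under 0.05) and from the 8-week effect for 0 genes (1010 at unadjusted p under 0.05). The latter count rose to 23 without control 16 weeks replicate 2.

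Change over time was compared within each arm. Among controls, 0 genes differed between 2 and 0 weeks (2044 at unadjusted p under 0.05), 0 differed between 8 and 2 weeks (2881 at unadjusted p under 0.05), and 12 differed between 16 and 8 weeks, of which 11 were higher and 1 was lower at 16 weeks. The count for 2 against 0 weeks was 82 without control 0 weeks replicate 3. The count for 8 against 2 weeks was 101 without control 0 weeks replicate 2 and 453 when these 2 groups alone were fitted. The count for 16 against 8 weeks was 129 without control 16 weeks replicate 2 and 0 without control 16 weeks replicate 3 or control 8 weeks replicate 1 (1223 and 848 at unadjusted p under 0.05). It was 1 without control 16 weeks replicate 1, 6 and 31 without control 8 weeks replicates 2 and 3, and 24 without SCI 8 weeks replicate 2. Among SCI libraries, 2 genes were lower at 8 than at 2 weeks (684 at unadjusted p under 0.05), and 0 genes differed between 16 and 8 weeks (275 at unadjusted p under 0.05). Leaving out SCI 8 weeks replicate 3 lowered the former count to 0 (613 at unadjusted p under 0.05). It rose to 9 without SCI 2 weeks replicate 3, to 7 without SCI 16 weeks replicate 1 and to 5 without control 0 weeks replicate 2, and was 1 without replicate 1 of SCI 2 weeks or of SCI 8 weeks.

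Genes are given by Ensembl identifier, since the files do not pair identifiers with symbols, and levels are TMM-scaled CPM. For the 4 genes printed, the 3 SCI libraries lay entirely above or below the 3 controls of the week in which a difference was called. ENSRNOG00000026053 was 1.88 ± 0.224 CPM (SD, n = 3) in 8-week controls and 10.5 ± 5.46 CPM (SD, n = 3) in SCI bladders at 8 weeks. Its log2 fold change was 2.47 (SE 0.64, edgeR adjusted p = 0.0283) at 8 weeks and 2.39 (SE 0.65, edgeR adjusted p = 0.0437) at 16 weeks, and at 2 weeks it was 1.97 without passing the threshold (SE 0.60, edgeR adjusted p = 0.378). Its 8-week call was lost in 5 of 12 alternatives, over which edgeR or DESeq2 adjusted p ranged from 0.00286 to 0.104. These were the fits without control 8 weeks replicate 1, 2 or 3 (edgeR adjusted p = 0.0650, 0.0776 and 0.0736) and without SCI 8 weeks replicate 1 or 3 (0.104 and 0.0643). ENSRNOG00000019718 rose from 5.22 ± 3.59 CPM (SD, n = 3) in 8-week controls to 24.3 ± 6.11 CPM (SD, n = 3) after SCI, a log2 fold change of 2.21 (SE 0.41, edgeR adjusted p = 0.00946), which was lost only without SCI 8 weeks replicate 3 (adjusted p = 0.0542; range over the 12 alternatives 3.05e-05 to 0.0542). It was not called at 2 weeks (log2 fold change 0.18, SE 0.41, adjusted p = 0.991) or at 16 weeks (log2 fold change 0.68, SE 0.38, adjusted p = 0.262).

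ENSRNOG00000047712 had the lower level in SCI bladders. It was 7.72 ± 1.78 CPM (SD, n = 3) in 8-week controls and 0.492 ± 0.130 CPM (SD, n = 3) after SCI, a log2 fold change of -3.96 (SE 0.40, edgeR adjusted p = 6.61e-05) that stayed past the threshold in all 12 alternatives run (adjusted p from 1.74e-13 to 0.0116). At 16 weeks its log2 fold change was -2.31 (SE 0.38, edgeR adjusted p = 0.00937), and at 2 weeks it was -1.37 (SE 0.29, edgeR adjusted p = 0.143). It was also one of the 2 genes lower at 8 than at 2 weeks among SCI libraries, by a log2 change of -3.11 (SE 0.41, edgeR adjusted p = 0.00582). The lowest count behind an SCI value at 8 weeks was 4, so its level there carries a large counting error. ENSRNOG00000019504 was one of the 3 genes of the interaction between 8 and 2 weeks, with a log2 difference of -2.10 (SE 0.34, edgeR adjusted p = 0.0405). Its level was 3.27 ± 0.405 CPM (SD, n = 3) in 2-week controls and 6.55 ± 1.46 CPM (SD, n = 3) after SCI, against 8.55 ± 2.83 CPM (SD, n = 3) in 8-week controls and 3.99 ± 0.115 CPM (SD, n = 3) after SCI. This call was lost in 14 of 18 alternatives, over which edgeR or DESeq2 adjusted p ranged from 0.00019 to 0.230. It was lost in every fit that left out 1 of the 12 libraries compared, up to 0.230 without SCI 8 weeks replicate 3, except the fit without control 8 weeks replicate 3 (0.00395).

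**Figure D3:**
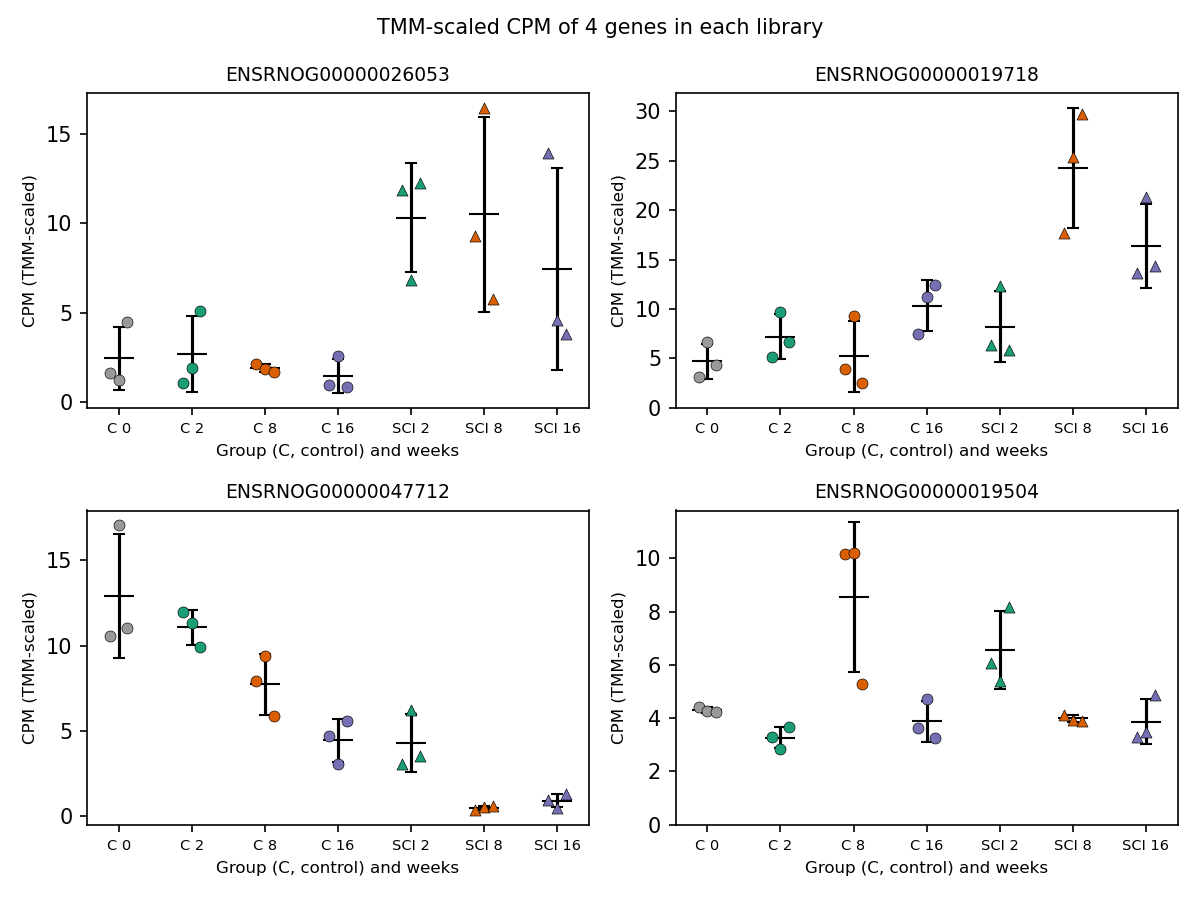
TMM-scaled CPM (vertical) of 4 genes in each library by group (horizontal; C, control, with weeks); points are animals, and the horizontal mark and bar are the mean and SD of 3 animals. ENSRNOG00000047712 lay between 5.85 and 9.40 CPM in 8-week controls and between 0.343 and 0.587 CPM in SCI bladders of that week.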

Values the study reported

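The study reported 560 differentially expressed genes in the bladder 2 weeks after SCI, 2,192 at 8 weeks and 2,084 at 16 weeks. It counted 20 genes with higher and 125 with lower expression that were common to the 3 time points.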

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

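The tests of depth, scaling and abundant genes in this part were chosen after the count of genes had been seen. One result was selected for a closer look because the effect of SCI differed between weeks by a direct test. The SCI effect at 8 weeks differed from the SCI effect at 2 weeks for 3 genes, each with a lower value at 8 weeks. In 2 of 25 splits of the 12 libraries (the real one and 24 drawn at random, with week labels exchanged within each arm) as many genes were called, and one of the drawn splits gave 5. Chance differences between animals therefore remain a candidate explanation for a count of this size. Leaving out the 16 genes that were among the 10 most abundant in any library left all 3 genes called, but TMM already limits the weight of such genes, so this decides little. With every library thinned to the smallest total, 1 of the 3 genes was still called. RLE factors kept all 3, library size only kept 1, and 1 was called under both. The fit of only the groups compared called 1 gene, which had a higher value at 8 weeks, so none of the 3 was called there with a lower one. Depth, scaling and a few genes taking most of the counts cannot be told apart from a week-specific effect for these genes, because thinning also removes information, library size only leaves composition uncorrected and few animals were studied. The count was 0 without control 2 weeks replicate 1, control 8 weeks replicate 2, SCI 8 weeks replicate 1 or SCI 8 weeks replicate 3, and from 1 to 4 without any other single library. A true change of the SCI effect with time stays open.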

How the results depend on the processing

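Alternatives were listed before the data were examined, except the fit without the 0-week controls, the likelihood ratio test and the omission of libraries from groups not compared, which were chosen after seeing the data. RLE factors and the filter on CPM above 1 left every count of genes within 1.5 times its value, and so did a minimum log2 fold change of 0.5 with adjusted p-values. The fit of all 21 libraries was fixed beforehand and was kept, although the counts without the 0-week controls lie nearer the values quoted from the study at 8 and 16 weeks. Unless a value or the construction of an alternative is named, the cause was not tested.

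The threshold moved all counts. With an unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5, SCI against control gave 620 genes at 2 weeks, 2389 at 8 weeks and 2287 at 16 weeks, and 17 genes were higher and 147 lower at all 3 weeks. The interactions gave 970 (8 against 2 weeks), 845 (16 against 2) and 718 (16 against 8). Controls gave 736 (2 against 0 weeks), 1489 (8 against 2) and 747 (16 against 8), and SCI libraries 408 (8 against 2) and 164 (16 against 8).

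The test moved counts as well. DESeq2's Wald test gave 64, 1960 and 1675 genes at 2, 8 and 16 weeks and 20 genes lower at all 3 weeks, interactions of 28, 6 and 20, control counts of 45, 269 and 105, and SCI counts of 22 and 1, in the order above. Of its 1960 genes at 8 weeks, 1272 were among the 1281. The likelihood ratio test gave 69 and 1553 genes at 2 and 16 weeks and 19 lower at all 3 weeks, interactions of 34, 8 and 24, control counts of 43, 193 and 99, and SCI counts of 28 and 1.

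The libraries that share the estimate of spread mattered. Fits of only the groups compared gave 4, 322 and 2105 genes at 2, 8 and 16 weeks, interactions of 1 (8 against 2 weeks, in the opposite direction to the 3 genes called with all libraries) and 2 (16 against 2), control counts of 453 (8 against 2) and 0 (16 against 8; 1279 at unadjusted p under 0.05), and 1 gene for SCI at 8 against 2 weeks. Without the 0-week controls the counts were 9, 2466 and 2086, with 5 genes lower at all 3 weeks, 1 for the interaction of 8 with 2 weeks and 211 for controls at 8 against 2 weeks. Of the 2466 genes at 8 weeks, 1277 were among the 1281. The 0-week controls had the largest spread within a group (SD 0.416 on the log2 scale, against 0.293 to 0.348 in the other groups), and their removal lowers the shared estimate of spread.

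The balance of directions changed with the scaling. With library size only, 3088 genes were called at 8 weeks, 2435 higher and 653 lower, where TMM gave 499 higher and 782 lower. The share of higher genes moved from 38.95% to 78.9% at 8 weeks and from 42.3% to 62.1% at 16 weeks (478 higher and 292 lower). At 16 weeks the balance also moved with the libraries fitted, to 1072 higher and 1014 lower without the 0-week controls and to 1046 higher and 1059 lower with only the groups compared. With library size only, the interaction of 8 with 2 weeks had 1 gene and SCI at 8 against 2 weeks had 8. Without a count filter, controls gave 1 gene at 8 against 2 weeks and 20 at 16 against 8, and SCI gave 9 at 8 against 2.

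Same-numbered animals of the 2 arms did not deviate together. The correlation of their deviations from the group means ranged from -0.14 to 0.13, and 3 of 9 pairs were over 0.1, so the numbers do not pair the animals. With a replicate block, counts were 0 at 2 weeks (as without it), 1783 at 8 weeks and 1307 at 16 weeks, with 8 genes for controls at 8 against 2 weeks, 5 for controls at 16 against 8 and 4 for SCI at 8 against 2.

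Fits that each left out 1 of the 21 libraries gave from 0 to 9 genes at 2 weeks (9 without control 0 weeks replicate 1), from 32 to 2585 at 8 weeks and from 16 to 1729 at 16 weeks. The extremes came at 8 weeks without SCI 8 weeks replicate 1 and replicate 2, and at 16 weeks without SCI 16 weeks replicate 1 and control 0 weeks replicate 2. Without control 0 weeks replicate 2 the 8-week count was 2175, and without a single 8-week control it was 433 to 676. Interactions ranged from 0 to 4 (8 against 2 weeks; 4 without control 16 weeks replicate 3), from 0 to 1 (16 against 2) and from 0 to 23 (16 against 8; 23 without control 16 weeks replicate 2). Control counts ranged from 0 to 82 (2 against 0 weeks; 82 without control 0 weeks replicate 3), from 0 to 101 (8 against 2; 101 without control 0 weeks replicate 2) and from 0 to 129 (16 against 8; 129 without control 16 weeks replicate 2). SCI at 8 against 2 weeks ranged from 0 to 9, and genes lower at all 3 weeks from 0 to 3 (3 without control 0 weeks replicate 1). A fit with fewer animals has less information, so lower counts are expected from its construction, but higher counts are not.

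Correlations of fold changes stayed positive in every alternative run. Without a count filter they were 0.0764, 0.0624 and 0.153, since genes near 0 counts then enter, and among genes called in either comparison they were 0.64 for 2 and 8 weeks and 0.57 for 2 and 16 weeks. With 1 library left out they ranged from 0.26 to 0.39 (2 and 8), from 0.17 to 0.39 (2 and 16) and from 0.42 to 0.55 (8 and 16). The shares of variance explained by SCI and by week in controls kept their side of the threshold in every alternative run. Week in SCI libraries passed it on the 500 most variable genes (35.5%, exact permutation p = 0.00714) and without SCI 8 weeks replicate 1 or replicate 2, with a share from 30.5% to 36.6% when 1 library was left out. Leaving out a library raises the share that random labels give, so a higher share alone is no sign of a stronger effect. The planned tests of gene sets and of the genes the study names were not run, because identifiers could not be matched to symbols.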

Other observations

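Except for the splits of the libraries and the comparison of totals between weeks, the tests in this part were chosen after the patterns had been seen. Counts of genes here can be set beside the values quoted above. At 2 weeks 0 genes were called here (1016 at unadjusted p under 0.05). That is lower than the value quoted from the study above. At 8 weeks 1281 genes were called here. That is lower than the value quoted from the study above. At 16 weeks 855 genes were called here. That is lower than the value quoted from the study above. Genes common to the 3 weeks numbered 0 higher and 0 lower here (71 and 226 at unadjusted p under 0.05). Both are lower than the values quoted from the study above. With unadjusted p under 0.05 and an absolute log2 fold change of at least 0.5, the counts here were 620, 2389 and 2287, with 17 genes higher and 147 lower at all 3 weeks. An unadjusted threshold may therefore account for much of the difference in counts. The study's methods name an adjusted p-value as the criterion for differential expression, which goes against this. Its heatmap descriptions name a p-value not called adjusted with a minimum fold change, which goes with it. The legend of its volcano plots for the time course likewise sets significance at a p-value under 0.05 not called adjusted, though with larger fold-change marks. Without the 0-week controls and with adjusted p-values, the counts were 9, 2466 and 2086, so the 8- and 16-week counts alone do not tell these choices apart. The 2-week and shared counts differ more. No setting run here with adjusted p-values gave more than 69 genes at 2 weeks, or more than 0 higher and 20 lower at all 3 weeks. All lie below the study's values, which argues against adjusted p-values in these settings as their source. At 2 weeks, chance alone gives about 761 of the 1016 genes with an unadjusted p under 0.05.

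Other splits of the same libraries were tested. At 8 weeks and at 16 weeks, only the real split, 1 of the 10 splits of 6 libraries, gave as many genes, and the other 9 gave 0. With 10 splits the share cannot fall below 0.1. When labels were exchanged within all 3 weeks together, 1 of 25 splits, the real one, gave as many as the 2136 calls summed over the 3 weeks, and the other 24 gave 0. A split that mixes arms also raises the estimate of spread, which lowers its own count. The 12 genes of controls at 16 against 8 weeks and the 2 of SCI at 8 against 2 weeks were each reached by 1 of 10 splits. Where the real count was 0, all 10 splits (SCI against control at 2 weeks, controls at 2 against 0 and 8 against 2 weeks, SCI at 16 against 8 weeks) or all 25 (the other interactions, and genes shared at all 3 weeks) gave as many by construction, and the highest count of another split was 8 for controls at 8 against 2 weeks, 1 for controls at 2 against 0 weeks and 1 for the interaction of 16 with 8 weeks.

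A single axis of variation between animals of the same group ran along the SCI effect. The first axis of deviations from the group means held 20.5% of their sum of squares, against 11.7% for axis 2 and 9.53% for axis 3. Across genes, its weights correlated with the log2 fold change of SCI against control at r = -0.22 (2 weeks), -0.52 (8 weeks) and -0.55 (16 weeks), though group means do not enter the axis. Axes 2 and 3, examined in the same way, had r of -0.12 and -0.09 at 8 weeks and -0.06 and -0.15 at 16 weeks. Library depth is argued against, since scores and log2 totals within groups had r = 0.114 (permutation p = 0.718) and rho = 0.119 (permutation p = 0.645) over 21 libraries, and r = 0.023 without the 2 libraries farthest from the median total. Scores did follow the share of counts taken by the 10 most abundant genes within groups, with r = 0.917 (permutation p = 0.00034) and rho = 0.904 (permutation p = 0.00018) over 21 libraries, and r = 0.836 without the 2 libraries farthest from the median. A few genes taking most of the counts would shift all other genes alike, but with library size only such a common shift made up 4.13% of the axis, and 0.258% once the 16 genes among the 10 most abundant in any library were left out of counts and totals. Without those genes r was -0.52 at 8 weeks and -0.56 at 16 weeks, both with TMM and with library size only, and with TMM the axis held 20.4%. The same removal kept 1260 of the 1281 genes called at 8 weeks and 838 of the 855 at 16 weeks. The counts those genes take are thus argued against as the source of the axis, while their share varied along with it. The 0-week controls alone do not account for it either, since r at 8 weeks was -0.454 without them. When the axis was found from the other weeks only, all 3 SCI libraries scored below all 3 controls at 8 and at 16 weeks (two-sided exact permutation p = 0.1 each, the smallest possible), but not at 2 weeks (exact permutation p = 0.5). Over the 3 weeks together, labels exchanged within weeks gave a summed difference as large with a two-sided exact permutation p of 0.0015, which argues against a chance difference of the animals.

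With the score on this axis as a covariate, 178 genes were called at 8 weeks, 165 of them among the 1281, and 33 at 16 weeks, 32 of them among the 855. The interaction of 8 with 2 weeks fell from 3 genes to 1. Other counts rose, from 2 to 19 for SCI at 8 against 2 weeks and from 0 to 4 for SCI against control at 2 weeks. Controls rose from 0 to 8 (8 against 2 weeks), 12 to 17 (16 against 8) and 0 to 3 (2 against 0). The interaction of 16 with 2 weeks rose from 0 to 1. The axis was found from the spread within groups of these same libraries, so its use as a covariate lowers that spread by construction. Rises in counts are therefore expected, and the p-values behind them may be too small. SCI and the axis cannot be told apart for the remaining genes, because the score itself differs between the arms at those weeks. At 16 weeks every SCI library scored below every control. At 8 weeks the arms overlapped, as SCI 8 weeks replicate 2 (score 13.3) lay above control 8 weeks replicate 1 (score 5.86). The other SCI libraries of that week scored below every 8-week control. One hypothesis is that uninjured animals already vary in the same direction in which SCI moves the bladder, which may reflect the make-up of the dissected tissue or a physiological state. Marker genes could not be used to examine this without symbols, so these stay open. It bears on the dependence of the 8-week count on single animals, since SCI 8 weeks replicate 2, whose omission raised the count to 2585, was the SCI library nearest the later controls on the first principal component.

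The SCI effect also ran opposite to the change over time in control libraries that it did not share. Across genes, the 8-week SCI effect and the change in controls from 2 to 16 weeks had r = -0.31, and the 16-week SCI effect and the change in controls from 2 to 8 weeks had r = -0.40. The 2-week SCI effect and the change in controls from 8 to 16 weeks had r = 0.02. Library depth is argued against, since r at 8 weeks was -0.317 with every library thinned to the smallest total. Totals also overlapped between weeks, as 9 of the 12 libraries at 8 and 16 weeks lay within the range at 0 and 2 weeks (8477750 to 12273238 counts). Once the axis between animals was removed from both sets of fold changes, r was -0.044 at 8 weeks and -0.176 at 16 weeks, in line with much of the relation lying on that axis. SCI libraries at 8 and 16 weeks differed from 2-week controls in 72 and 77 genes, of which 67 were lower in each case (1233 and 1143 at unadjusted p under 0.05), against the 1281 and 855 genes that separated them from controls of their own week. Without the 0-week controls these were 126 and 118 genes. Controls at 8 weeks differed from those at 2 weeks in 0 genes (2881 at unadjusted p under 0.05, and 211 called without the 0-week controls), and controls at 16 weeks in 62 genes (3606 at unadjusted p under 0.05, and 1034 called without the 0-week controls). With all 21 libraries the called genes thus did not place SCI libraries nearer the 2-week controls than later controls were, while the unadjusted counts and the fit without the 0-week controls did. Whether later controls moved away from the 2-week state while injured bladders stayed closer to it cannot be told apart by these counts, which change order with the threshold and the libraries fitted. The weeks also differ in age and handling of the animals, which were not tested.

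Whether more of the called genes rose or fell at 8 weeks changed with the scaling. With library size only, the median log2 fold change of all tested genes was 0.188 at 8 weeks and 0.087 at 16 weeks, against 0.003 and -0.017 with TMM. The fact that the whole distribution shifted is in line with scaling as the source of the changed balance, and the counts alone do not show whether total RNA per tissue changed.

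Control 0 weeks replicate 2 resembled later controls. Its deviations from the mean of the other libraries correlated at 0.5003 with the mean of the 8-week controls and at 0.170 with that of the other 0-week controls. The resemblance was partial. On the second principal component it scored -17.9, near control 0 weeks replicate 3 (-16.7) and below every 8- and 16-week control (-4.24 or above). SCI 8 weeks replicate 2 was also nearest a control group, at 0.213 with the mean of the 16-week controls and 0.0510 with that of the other 8-week SCI libraries. For either library a mislabelled sample is a possible explanation. It cannot be told apart from variation between animals, because 13 of the 21 libraries were nearest their own group and the others were not.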
